A study of Mus musculus with 6 samples. Its data were reported in "A MAFG-lncRNA axis links systemic nutrient abundance to hepatic glucose metabolism" (2020).

How the data were processed

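RNA was isolated from livers of C57BL/6 mice aged 10 weeks, 3 treated with Ad-MAFG and 3 with Ad-CMV. Per the labels, ribosomal RNA was depleted, libraries were made with a strand-specific kit and sequenced as paired reads of 76 bases. The study's methods describe read trimming, removal of ribosomal reads with Bowtie2 (version 2.2.9 in the submitters' processing notes), alignment with STAR 2.6.0c to the mouse genome (mm10, GRCm38), transcript assembly with Cufflinks 2.2.1 and testing of the groups with Cuffdiff. Gene annotation was that of Ensembl, joined by the authors.

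The authors deposited 1 table of 68997 rows and 47 columns. Its expression values are FPKM, 1 value per group, which the authors computed with Cuffdiff over the replicates of a group, and it holds 0 columns of per-sample values. Depth per sample is therefore unknown, and no count test, paired test or leave-out of a mouse was possible. The fold change on the log2 scale and the Cuffdiff test score are the authors' values as deposited, as are each p-value and q-value. The GC percent and the transcript length were joined by the authors from the annotation and were not used here. Of the rows, 25081 have the status OK (tested), 43893 NOTEST, 19 FAIL and 4 LOWDATA, and 1887 pass a q of 0.05. The smallest p in the table is 5e-05 and the smallest q 0.00193, both set by the authors' test, and 612 genes share them.

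The rows are transcripts, not genes. Transcript numbers run to 184907 while each of 68997 loci appears with a single transcript, the first of its numbers, so further transcripts of a locus are not analysed here. Many abundant liver mRNAs are then represented by a minor form: Gapdh is listed at 0.0116 FPKM in Ad-CMV and was not tested. Of protein-coding rows, 66.9% were tested where the numbering leaves room for 1 transcript and 17.9% where it leaves room for 17 or more. Within a chromosome the loci are numbered along the plus strand, then along the minus strand, which gives the strand of each assembled transcript. Of 19329 tested rows with an Ensembl gene on the chromosomes, 12874 (66.6%) lie on the strand opposite to the gene for which they are named. Such rows stood for 69.6% of mRNAs and 27.4% of lncRNAs with a test, and for 85.7% of called mRNAs and 62.2% of called lncRNAs. A value named for a gene can thus hold reads of either strand at its position, and overlapping and antisense genes are uncertain. Several of these numbered loci can share the same assembled coordinates, and listed transcripts per locus are counted below over such shared coordinates. Calls were rarer where 10 or more transcripts shared them, with 10 of 542 mRNAs (1.85%) called. With 2 to 3 listed transcripts 703 of 5790 (12.1%) were called, and with 1 listed transcript 25 of 257 (9.73%). Median absolute log2 fold changes were 0.32, 0.29 and 0.45 in the same order.

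Groups were taken from the sample titles. The labels and the study's methods both give 3 mice per group. A legend of the study gives a different number for this experiment, which leaves some doubt about the number of mice behind the authors' q. As fixed before the data were examined, each Ensembl gene was represented by its tested row with the highest mean FPKM, and genes were called at the authors' q under 0.05. This left 12254 genes with a test, 9409 of them mRNAs (protein-coding), 1108 lncRNAs (lincRNA, antisense, sense intronic, sense overlapping and bidirectional promoter biotypes, as in the study) and 1737 of other biotypes. The plan assumed a table of genes, and the rule for genes with several tests was applied to transcripts. Lower and higher calls of lncRNAs and mRNAs were compared with Fisher's exact test, and their log2 fold changes by the Kolmogorov-Smirnov distance with 100000 permutations of gene labels. For 57 tested genes a group was listed at 0, and these were placed at the end of the order with no fold change given. Each of 40 gene lists fixed in advance was described by its median log2 fold change and its percentile among 10000 random lists of the same size, drawn from mRNAs (or lncRNAs, for lncRNA lists) in 20 bins of mean FPKM. The count adjusted over the list alone is a Benjamini-Hochberg adjustment of the authors' p within the list.

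Genes named in the text were chosen by a rule fixed in advance: Mafg and tested members of the small MAF and CNC list, the 10 mRNAs and 5 lncRNAs with the largest rise and fall past a q of 0.05 with an FPKM of at least 1 in the higher group, the lncRNAs that the study assayed, and up to 4 called members plus the first gene of every other list. Mafg (chromosome 11, 120625117 to 120633600, minus strand) was not analysed here. Genes named elsewhere in the closing part, among them Y-linked and sex-biased genes, were chosen after the data were seen. Alternatives were stricter and looser thresholds (q of 0.01 and 0.1, at least 2-fold), a minimum FPKM of 1, q recomputed, pseudocounts of 0.1 and 1, other lncRNA biotypes, expression-matched mRNAs and unmatched lists. Those by strand, crowding and overlap with protein-coding genes were added after seeing the data. Overlap used GENCODE coordinates of the same assembly, GRCm38. Analyses were run in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The routines were tested on simulated data: a shift of -0.2 in lncRNAs passed in 100 of 100 simulations over 10485 genes and no shift in 5 of 100. That shift is larger than the observed difference of medians (-0.03). The simulated lncRNAs were drawn from mRNA fold changes, so the wider spread and lower FPKM of real lncRNAs were not simulated. Lists shifted by -1 lay outside the central 95% in 100 of 100 simulations over 9380 mRNAs, unshifted lists in 9 of 100. The adjustment recovered 200 of 200 planted genes with 8 others called.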

Results

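Total RNA was sequenced from livers of 6 C57BL/6 mice aged 10 weeks on a normal chow diet, 3 given an adenovirus that carries Mafg cDNA (Ad-MAFG) and 3 given the empty vector (Ad-CMV). MAFG is a small MAF protein, a DNA-binding transcription factor that pairs with NRF2 and BACH proteins. The comparison asks how the liver transcriptome, and lncRNAs against protein-coding mRNAs, responds to added MAFG. The authors' deposited table gives 1 FPKM value per group and the result of the authors' Cuffdiff test for each listed transcript. It holds no values per mouse, so the depth per library is unknown, no SD can be given, and the authors' q stands for the replicate error throughout. Mafg itself was not analysed here, so the overexpression could not be used to check the group labels.

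With added MAFG, members of the cholesterol synthesis, drug-metabolizing P450 and interferon lists fell, and members of the antioxidant, p53, cell cycle and matrix lists rose. Major urinary proteins of hepatocytes were among the mRNAs with the largest falls. In the authors' deposited table, Mup3 (chromosome 4, 62083476 to 62087342, GRCm38), a major urinary protein, fell from 1860 to 73.4 FPKM (log2 fold change -4.66, q = 0.00512). Mup11, Mup15, Mup17 and Mup21 of the same cluster had log2 fold changes of -8.46, -8.68, -8.07 and -4.43 in the authors' deposited table. These genes are near-identical copies, so the split of reads between them is uncertain. Dio1, the enzyme that converts thyroxine to its active form, had 38.5 FPKM in Ad-CMV and fell by 3.94 on the log2 scale in the authors' deposited table (q = 0.00193). The other mRNAs with the largest falls in the authors' deposited table, among those past a q of 0.05 with an FPKM of at least 1 in the higher group and above 0 in both, were Ttn (-5.73), Cyp2c54 (-4.52), Sult2a8 (-4.19) and Serpina1e (-3.21), of which the last 3 also have close paralogs.

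By the same limits on q and FPKM, the largest rise in the authors' deposited table was that of Sprr1a (chromosome 3, 92483952 to 92485895), a small proline-rich protein of the epithelial cell envelope, from 0.217 to 18.5 FPKM (log2 fold change 6.42, q = 0.00193). Cyp21a1, the steroid 21-hydroxylase, had a log2 fold change of 4.93 in the authors' deposited table. Elovl7, a fatty acid elongase, rose from 0.414 to 6.08 FPKM, and Slpi, a secreted protease inhibitor, from 2.51 to 31.8 FPKM in the authors' deposited table (q = 0.00193 for both). Parm1 (3.80), Fndc10 (3.70), Gipc2 (3.56), Cpe (3.38), Hkdc1 (3.27) and Cbr3 (3.23) completed the 10 largest rises by log2 fold change within these limits in the authors' deposited table. Of 9409 mRNAs with a test, 900 (9.57%) passed a q of 0.05 in the authors' deposited table, 487 of them higher and 413 lower in Ad-MAFG. Over transcripts on the strand of their gene alone the majority turned, with 66 called mRNAs higher and 98 lower. Genes called on an opposite-strand transcript did not always pass on their own strand in the authors' deposited table. There Sprr1a had 7.93e-09 and 0.479 FPKM (q = 0.882), Col1a1 a q of 0.415 and Cdkn1a of 0.803. Cyp7a1 had a q of 0.242 there, Fgf21 of 0.949 and Msmo1 of 0.92, all in the same direction. Cbr3, Cxcl9 and Saa1 passed on both strands.

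Among the partners of MAFG, Nfe2l2, which encodes NRF2, rose from 7.14 to 13.7 FPKM in the authors' deposited table (log2 fold change 0.94, q = 0.00193). Bach1 (-0.41), Nfe2l1 (-0.11), Nfe2 (-0.10) and Maff (-0.05) did not pass the threshold in the authors' deposited table, with q between 0.0812 and 0.994. In this list 2 passed with q adjusted over the list alone, 1 higher and 1 lower, and Bach1 also passed with q recomputed over genes with an FPKM of at least 1 (0.0374). Of 24 tested genes of the antioxidant list fixed in advance, 5 rose, none fell and 19 did not pass; 9 passed with q adjusted over the list alone, 8 higher and 1 lower. Cbr3, a carbonyl reductase, rose from 5.40 to 50.5 FPKM and Nqo1, the quinone reductase, from 2.72 to 9.86 FPKM in the authors' deposited table. Gsta1 (1.77, of a family of close paralogs), Srxn1 (1.54) and Pgd (1.03) rose by log2 fold change in the authors' deposited table, the last named after its value was seen. On the strand of its gene Srxn1 had -0.63 at a q of 0.994 in the authors' deposited table. The median of the list, 0.65, lay above all 10000 random lists of mRNAs matched on mean FPKM. Neither of 2 metallothionein genes passed, and neither had an unadjusted p under 0.05 in the authors' Cuffdiff test.

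Enzymes of bile acid synthesis were among the genes that fell. Of 12 tested genes, 4 fell and none rose, and 6 passed, all lower, with q adjusted over the list alone. In the authors' deposited table Cyp7a1 (chromosome 4, 6265612 to 6275633), the rate-limiting enzyme of the classic pathway, fell from 11.2 to 5.79 FPKM (log2 fold change -0.95, q = 0.00193). Cyp7b1, the oxysterol 7-alpha-hydroxylase, fell from 30.7 to 3.76 FPKM in the authors' deposited table. Cyp27a1 and the bile acid ligase Slc27a5 had log2 fold changes of -1.53 and -1.28 in the authors' deposited table. The list median was -0.58, at percentile 0.49 of the matched random lists, and at 11.4 in loci with room for 1 transcript. Of 13 bile acid transporters only Abcc4, an efflux pump, passed, from 1.22 to 4.83 FPKM in the authors' deposited table; 2 passed with q adjusted over the list alone. None of 8 genes of bile acid signalling passed by the authors' Cuffdiff test, and none had an unadjusted p under 0.05; Nr1h4, the bile acid receptor FXR, had a log2 fold change of -0.74 and a q of 0.764 in the authors' deposited table.

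Sterol enzymes and some lipogenic enzymes also fell. Of 16 tested genes of cholesterol synthesis and its control, 9 fell and none rose, and 13 passed, 12 of them lower, with q adjusted over the list alone. Tm7sf2, a sterol reductase, had a log2 fold change of -2.05, Msmo1 of -1.70 and Insig1 of -1.46 in the authors' deposited table. Srebf2, the regulator of the pathway, had -0.63 at a q of 0.325 in the authors' deposited table. The list median of -0.75 lay below all 10000 matched random lists, but on the strand of the gene it was -0.17, at percentile 42.0. Of 14 lipogenic genes 4 fell, and 4 passed with q adjusted over the list alone. Scd1, the stearoyl-CoA desaturase, fell from 523 to 126 FPKM in the authors' deposited table, and Fads1, Thrsp and Elovl5 had log2 fold changes of -1.15, -0.96 and -0.63 in the authors' deposited table. The lipogenic median, -0.27, was at percentile 8.89, and was -0.61 at 2.12 on the strand of the gene and -0.59 at 0.225 in loci with at most 3 listed transcripts. Of 21 genes of fatty acid oxidation, Fgf21 (-0.94) and Fabp1 (-0.77) fell and Pdk4 (0.75) rose in the authors' deposited table, 7 passed with q adjusted over the list alone, and the median of -0.23 was at percentile 18.1. On the strand of the gene the fatty acid oxidation median turned to 0.30, at percentile 99.7.

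Of 15 tested P450 enzymes of drug metabolism, 6 fell and 2 rose, 9 passed with q adjusted over the list alone, and the median ratio of 0.501 lay below all matched random lists. Cyp2e1 fell from 1260 to 266 FPKM in the authors' deposited table (log2 fold change -2.25, q = 0.00193), while Cyp1a2 had 54.7 and 54.8 FPKM in the authors' deposited table. Cyp2c37, Cyp2c50 and Cyp2c54, which are close paralogs, had log2 fold changes of -2.80, -2.77 and -4.52 in the authors' deposited table. Those that rose were Cyp2b9 (2.42, q = 0.00193) and Cyp2a5 (0.87, q = 0.0227) by log2 fold change in the authors' deposited table, named after their values were seen, and also of families with close paralogs. Of 13 genes of amino acid catabolism and the urea cycle, Asl and Agxt fell, with log2 fold changes of -1.34 and -0.96 in the authors' deposited table. The same count of 2 passed with q adjusted over the list alone, and the median of -0.96 was at percentile 0.01. Cps1 had -0.59 at a q of 0.976 in the authors' deposited table.

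In glucose metabolism G6pc, the phosphatase that releases glucose, fell from 47.2 to 24.0 FPKM in the authors' deposited table (q = 0.00193), and Tat fell and Pck2 rose with log2 fold changes of -0.96 and 0.96 in the authors' deposited table. Pck1 had -1.53 at a q of 0.994 in the authors' deposited table. Of 11 gluconeogenic genes 4 passed with q adjusted over the list alone, and the median, -0.17, was at percentile 34.6, with -0.96 at 0.03 on the opposite strand and 0.10 at 85.9 in loci with room for 1 transcript. Of 11 genes of glycolysis and glucose uptake only Slc2a2, the hepatic glucose transporter, passed (log2 fold change -0.71 in the authors' deposited table), and it alone passed with q adjusted over the list alone. Of 6 glycogen genes Gyg rose (0.73) and Ppp1r3g fell (-1.35, named after its value was seen) by log2 fold change in the authors' deposited table, and of 12 insulin signalling genes 1 rose and 2 fell; 2 and 4 passed with q adjusted over the list alone. Igfbp2 had a log2 fold change of -1.41, Pdk1 of -0.84 and Grb10 of 1.15 in the authors' deposited table. In the mouse the symbol Pdk1 stands for a kinase of pyruvate dehydrogenase, so its place in the insulin list was an error, and Pdpk1, the insulin pathway kinase, had 0.13 at a q of 0.993 in the authors' deposited table. Gys2, the liver glycogen synthase, had -0.46 at a q of 0.948 on its own strand, and -1.42 at a q of 0.00193 on the opposite strand, in the authors' deposited table. The medians of the glycolytic, glycogen and insulin lists lay at percentiles 84.7, 68.8 and 27.1. Of 7 mTOR genes, Ddit4 and Sesn2 rose and Deptor fell, the same count of 3 passed with q adjusted over the list alone, and the median was at percentile 93.1.

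Some cell cycle genes and p53 targets rose. Of 16 tested proliferation genes 6 rose and none fell, and 9 passed with q adjusted over the list alone. Ccne1, cyclin E1, rose from 0.399 to 1.68 FPKM and Mki67, a marker of cycling cells, from 7.53 to 11.8 FPKM in the authors' deposited table. Birc5 and Ccnb1 had log2 fold changes of 1.41 and 1.28 in the authors' deposited table. Of 11 p53 targets 5 rose, 7 with q adjusted over the list alone, and those past the threshold were Phlda3 (2.02), Eda2r (1.82), Zmat3 (1.47), the cell cycle inhibitor Cdkn1a (1.18) and, named after its value was seen, Plk2 (0.96) by log2 fold change in the authors' deposited table. Both list medians, 0.68 and 0.96, lay above all matched random lists. None of 44 ribosomal protein genes and none of 27 proteasome genes passed by the authors' Cuffdiff test, with 0 and 2 at an unadjusted p under 0.05. Their medians, 0.05 and -0.28, lay at percentiles 99.1 and 2.68. None of 6 mitochondrially encoded mRNAs passed, with 2 at an unadjusted p under 0.05 in the authors' Cuffdiff test, and the median, -0.26, was at percentile 38.5.

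Some markers of other liver cells rose and others fell. Of 15 stellate cell and matrix genes 8 rose, the same count with q adjusted over the list alone, and the median, 0.93, lay above all matched random lists. Col1a1, a fibrillar collagen, rose from 2.19 to 13.4 FPKM in the authors' deposited table (log2 fold change 2.61, q = 0.00193), and Mmp2, Col3a1 and Col1a2 had 2.54, 2.36 and 2.27 in the authors' deposited table. Of 14 macrophage markers Lyz2 (0.94) rose and Marco (-2.69) and Ly6c2 (-0.72) fell by log2 fold change in the authors' deposited table, 3 with q adjusted over the list alone, at a median percentile of 99.96. Spp1 alone of 5 cholangiocyte markers (1.83) and Jchain alone of 3 B and plasma cell markers (1.91) rose by log2 fold change in the authors' deposited table, 1 each with q adjusted over the list alone. Of 14 T and NK cell markers Prf1 (-1.23) and Gzmb (-0.87) fell by log2 fold change in the authors' deposited table, 3 with q adjusted over the list alone. The medians of the cholangiocyte, B and plasma cell, and T and NK cell lists were at percentiles 98.9, 70.7 and 1.89. None of 7 endothelial, 4 neutrophil or 5 erythroid markers passed, with 0, 2 and 2 at an unadjusted p under 0.05 in the authors' Cuffdiff test, and 0, 1 and 2 with q adjusted over the list alone. Their medians were at percentiles 26.3, 98.6 and 97.6. Of 7 hepatocyte markers Apoa1 fell from 1190 to 496 FPKM while Alb had 4310 and 5600 FPKM (q = 0.994) in the authors' deposited table. With q adjusted over the list alone 2 passed, and the hepatocyte median, -0.44, was at percentile 14.7. No pancreas marker was tested.

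Some interferon genes fell in Ad-MAFG. Of 18 tested, 6 fell, none rose and 12 did not pass, and 7 passed with q adjusted over the list alone. Ifit1, an RNA-binding antiviral protein, fell by 1.59 on the log2 scale to 2.33 FPKM in the authors' deposited table, and Zbp1, Ifit3 and Isg15 had log2 fold changes of -1.11, -0.95 and -0.92 in the authors' deposited table. On their own strands Ifit1 had -1.48 (q = 0.335), Ifit3 -0.6 (q = 0.968) and Isg15 -1.1 (q = 0.0902) in the authors' deposited table. The median of -0.48 was at percentile 0.02. Of 17 inflammation genes Lcn2 rose (2.33) and Cxcl9 (-1.44), Tnf (-1.21) and Ccl4 (-1.10) fell by log2 fold change in the authors' deposited table, 5 with q adjusted over the list alone, at percentile 4.61. Of 19 acute phase genes the serum amyloids Saa1 (-2.85) and Saa2 (-2.91), which share sequence, fell and Orm2 (1.32) rose by log2 fold change in the authors' deposited table, 5 with q adjusted over the list alone, at percentile 2.45. Of 13 endoplasmic reticulum stress genes only Sesn2 rose (0.70), of 6 clock genes only Nr1d2 fell (-0.85), and of 11 immediate early and heat shock genes Ier2 (-0.78) and Hspa1b (-0.66) fell by log2 fold change in the authors' deposited table. The counts with q adjusted over the list alone were 1, 1 and 2, and the medians lay at percentiles 82.1, 0.21 and 25.4. Over all lists, 20 of 39 medians lay outside the central 95% of their random lists, where 1.95 would by chance if lists and genes were independent, which they are not. The amino acid, antioxidant, P450, macrophage, matrix, p53, proliferation and L-DIO lists, 8 in all, stayed outside in the same direction under every setting run, and a percentile describes these pooled libraries only. Restricted to transcripts on the strand of their gene, 14 medians lay outside, and those no longer there were cholesterol (percentile 42.0), interferon (6.80), acute phase (14.9), clock (3.38), cholangiocyte (66.2), T and NK cell (33.6), well-studied lncRNA (96.2) and other assayed lncRNA (47.7).

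**Figure D1:**
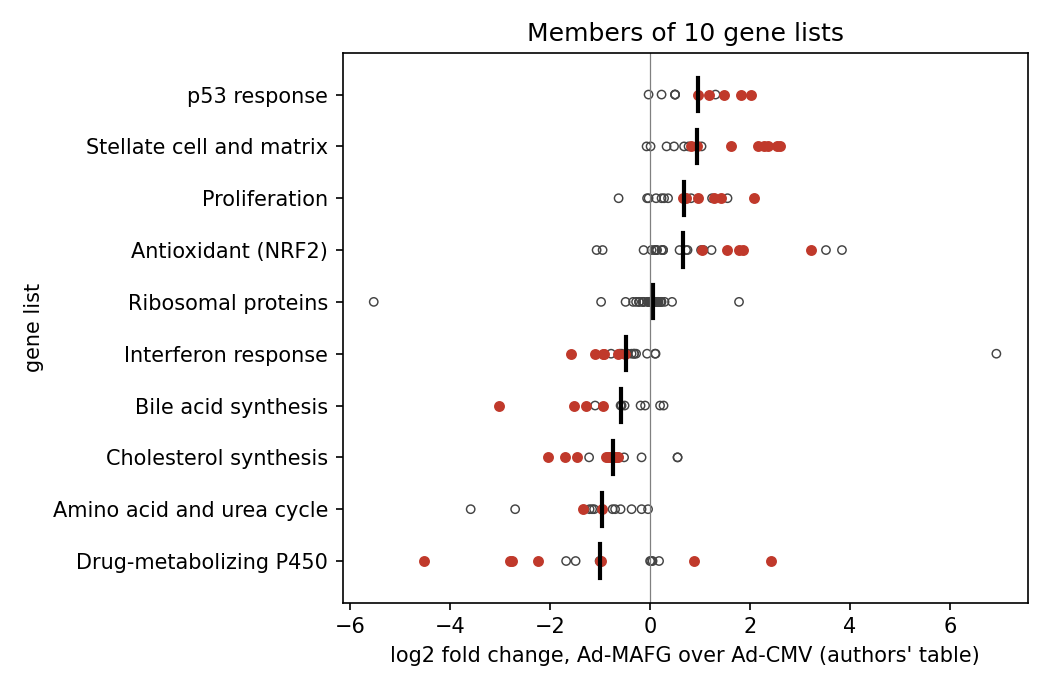
Log2 fold change of each tested member of 10 gene lists (x axis, Ad-MAFG over Ad-CMV, from the authors' deposited table), 1 list per line, with filled red points for members past a q of 0.05, open points for the rest and a black bar at the list median. The median is -0.96 for amino acid catabolism and the urea cycle and 0.96 for p53 targets.

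Among lncRNAs, H19 (chromosome 7, 142575529 to 142578143), an imprinted lincRNA abundant in fetal liver, had the largest rise among those past a q of 0.05 with an FPKM of at least 1 in the higher group and above 0 in both, from 1.11 to 23.8 FPKM in the authors' deposited table (log2 fold change 4.41, q = 0.00193). The other lncRNAs with the largest rises by these limits in the authors' deposited table were Gm26735 (1.87), Gm15512 (1.69), 4632428C04Rik (1.68) and Gm13067 (1.66). The largest falls by the same limits and by log2 fold change in the authors' deposited table were those of C730036E19Rik (-2.55), Gm12909 (-2.24), B930025P03Rik (-2.18), 1810044D09Rik (-2.11) and Hopxos (-2.06). Gm12909 lies beside Mup3 on chromosome 4, which leaves the source of its reads uncertain. Of 1108 lncRNAs with a test, 82 (7.40%) passed a q of 0.05 in the authors' deposited table, 35 higher and 47 lower. Of 9 well-studied lncRNAs fixed in advance H19 and Meg3 (2.04 by log2 fold change, at 0.975 FPKM in Ad-MAFG in the authors' deposited table, named after its value was seen) rose and none fell, 3 with q adjusted over the list alone. The listed transcript of Malat1 was low, at 0.485 FPKM in Ad-CMV and 0.703 in Ad-MAFG (log2 fold change 0.54, q = 0.994) in the authors' deposited table. The median of that list, 0.30 at percentile 99.0, was -0.01 over members with an FPKM of at least 1.

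The L-DIO-lncRNAs, 7 liver-enriched lncRNAs that the study selected from its diet-induced obesity experiments, had a lower median with MAFG. Those past the threshold were 5, each lower with a q of 0.00193 in the authors' deposited table: C730036E19Rik from 5.14 to 0.880 FPKM, B930025P03Rik from 1.73 to 0.382, 9030616G12Rik from 4.41 to 1.98, Gm10319 from 8.80 to 4.09 and 9030622O22Rik from 3.89 to 1.93. Of these, Gm10319 alone is represented by a transcript on its own strand. On their own strands C730036E19Rik had 0.589 and 0.0626 FPKM (q = 0.954) and 9030616G12Rik 1.13 and 0.483 FPKM (q = 0.994) in the authors' deposited table. Gm8883, a low transcript, had 0.519 and 0.119 FPKM and a q of 0.976 in the authors' deposited table. 4833411C07Rik (chromosome 8, 10899922 to 10903893), which the study calls LincIRS2 and which lies 80.8 kb from Irs2, had 2.57 and 1.86 FPKM in the authors' deposited table (log2 fold change -0.47, q = 0.0508, and 0.0229 with q recomputed). These are values of an opposite-strand transcript, and on its own strand it had 1.03 and 0.539 FPKM (q = 0.985) in the authors' deposited table. With q adjusted over the list alone 6 passed, all lower, and the median of -1.16 was at percentile 0.06 of random lncRNA lists. C730036E19Rik is a lincRNA on chromosome 1 (151138034 to 151142345), B930025P03Rik a lincRNA on chromosome 8 (10870422 to 10882454), 9030616G12Rik a lincRNA on chromosome 10 (128971197 to 128978115) and 9030622O22Rik a lincRNA on chromosome 2 (147944740 to 148040203). Gm10319 (chromosome 6, 122136628 to 122152016) is annotated as a transcribed pseudogene and 4833411C07Rik as a processed transcript, so neither enters the count of lncRNAs. Of the other lncRNAs that the study assayed, Gm14097 (-1.59, q = 0.00512) and 2310001H17Rik (-0.92, q = 0.00193) fell and Prox1os had 2.05 and 2.04 FPKM in the authors' deposited table. The values of Gm14097 and 2310001H17Rik are those of opposite-strand transcripts, and on its own strand Gm14097 had 0.600 and 0.584 FPKM (q = 0.994) in the authors' deposited table. Gm14097 and 2310001H17Rik also passed with q adjusted over the list alone, and the median of the 3 tested was at percentile 2.21. Ctcflos and 0610031O16Rik were listed without a test, at 0.189 and 0.0486 and at 0.284 and 0.360 FPKM in the authors' deposited table.

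**Figure D2:**
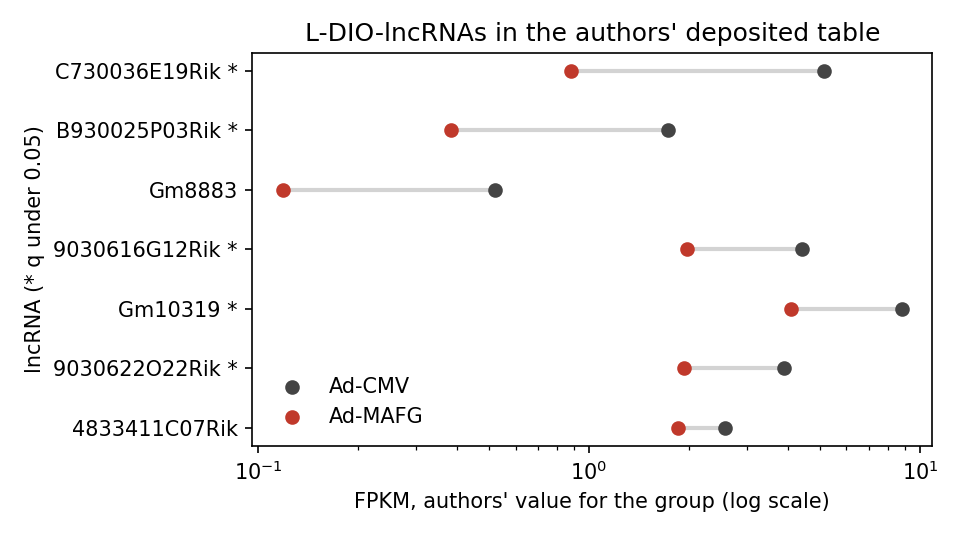
FPKM of the 7 L-DIO-lncRNAs (x axis, log scale) in Ad-CMV (grey) and Ad-MAFG (red), each point the authors' value for the group, with an asterisk where q was under 0.05. All 7 values are lower in Ad-MAFG, from a log2 fold change of -2.55 for C730036E19Rik to -0.47 for 4833411C07Rik.

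Whether lncRNAs go down more than mRNAs was compared in the calls and in all fold changes. Of the called lncRNAs 57.3% were lower in Ad-MAFG, against 45.9% of the called mRNAs (Fisher's exact test across genes, two-sided, p = 0.0499). Median log2 fold changes from the authors' deposited table were -0.06 for lncRNAs and -0.02 for mRNAs. The Kolmogorov-Smirnov distance was 0.0901 (two-sided permutation p = 1e-05, the smallest that 100000 permutations of gene labels can give). It was largest at a log2 fold change of -0.49, below or at which lay 23.9% of lncRNAs and 14.9% of mRNAs. The distribution of lncRNAs was also wider, with its 10th and 90th percentiles at -0.98 and 0.86 against -0.67 and 0.80 for mRNAs. Genes are not independent replicates, the Fisher p ran from 0.00667 with an FPKM of at least 1 to 0.845 on the strand of the gene under other settings, and the permutation p was 0.498 when labels were permuted within bins of mean FPKM. Restricted to transcripts on the strand of their gene, the difference of medians turned to 0.07, and from mRNA draws matched on mean FPKM and strand it was -0.03, at percentile 6.69.

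**Figure D3:**
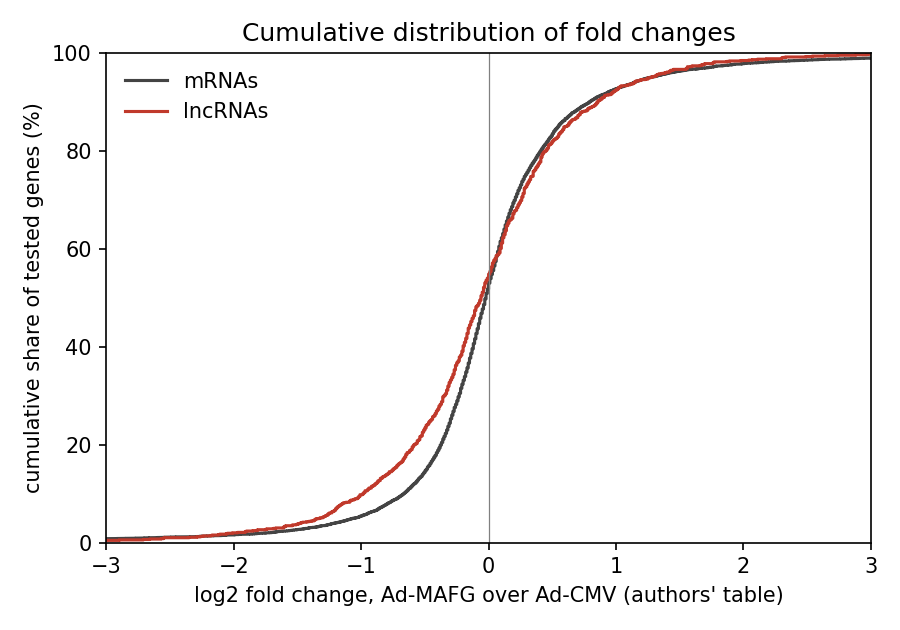
Cumulative share of tested genes (y axis, percent) by log2 fold change (x axis, Ad-MAFG over Ad-CMV, from the authors' deposited table) for mRNAs (grey) and lncRNAs (red). The lncRNA curve lies above the mRNA curve on the left, with the widest gap at -0.49, and the curves cross above 0.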

Values the study reported

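The study named 7 liver-enriched lncRNAs as L-DIO-lncRNAs and reported by qPCR that they were repressed after Mafg overexpression. From the RNA-seq of Ad-MAFG livers it reported only trends toward lower lncRNAs relative to mRNAs. It placed 4833411C07Rik 80 kb upstream of Irs2 and called it LincIRS2. In livers where Mafg was silenced with LNA or ASO it reported that LincIRS2 was induced.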

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

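All tests of strand in this part were chosen only after the values were seen. Of 5733 tested transcripts without an Ensembl gene, 524 passed the authors' q of 0.05 in the authors' deposited table. These transcripts enter none of the comparisons above, and of the 524, 276 were higher in Ad-MAFG than in the control group and 248 were lower. Over all 25081 tested rows 1887 passed, so the count by itself does not set these transcripts apart.

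Most tested transcripts lay on the strand opposite to the gene for which they are named. Over 516 genes tested on both strands, each in a locus with room for 1 transcript, the opposite strand had the higher FPKM in 75.6%. The median log2 ratio of opposite-strand to same-strand FPKM was 1.22 over the 495 genes with an FPKM under 100 on the higher strand, which argues against genuine antisense transcription beside a correctly stranded library there, since antisense RNA would be the weaker of the pair. Over the 21 genes with an FPKM of at least 100 it was -1.68, and the opposite strand was higher in 38.1%, so that antisense RNA stays open for these, and reads of a stranded kit assigned to the opposite strand cannot be told apart from other causes. In the authors' deposited table mt-Nd6, on the light strand of the mitochondrial genome, averaged 799 FPKM, against a median of 9.91 over 9 listed mRNAs of the heavy strand. That direction is the one that reads assigned to the opposite strand would give, while the 38.1% is not. Of annotated rows, 92.0% were tested on the opposite strand and 13.9% on the same strand. Which strand holds the reads of a named gene is thus undecided, and own-strand values are not shown to be the sounder ones. No biological explanation of the strand pattern beyond antisense RNA was tested.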

How the results depend on the processing

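Settings by strand, crowding, overlap and labels within bins, and the match on strand, were chosen after the data were seen. The count of called mRNAs (900) stayed within 1.5 times under the other settings, but was 456 at 2-fold or more and 164 over transcripts on the strand of their gene. The count of called lncRNAs (82 of 1108) was 48 at 2-fold or more. It was 31 on the strand of the gene, where 845 lncRNAs had a test, and 52 on the opposite strand, where 314 had one. The share of lower calls was higher in lncRNAs than in mRNAs by 11.4 percentage points, and the difference was no longer past 0.05 at q under 0.01 (9.95), q under 0.1 (10.2), 2-fold or more (14.5), wider biotypes (9.56), the opposite strand (13.2) and loci with at most 3 listed transcripts (9.96). It reversed on the strand of the gene (-1.69, Fisher p = 0.845). There 58.1% of called lncRNAs were lower, against 57.3% in the main setting, while the share of called mRNAs went from 45.9% to 59.8%. The difference of medians (-0.03) was 0.01 over all genes above 0 in both groups, tested or not, and 0.07 on the strand of the gene. The permutation p of the Kolmogorov-Smirnov distance was no longer under 0.05 among called genes alone (0.109, difference of medians -1.20), with a pseudocount of 1 (0.0619, -0.01) and with labels permuted within bins of mean FPKM (0.498, -0.03), nor was the p of the median against mRNAs matched on mean FPKM and strand (0.134, -0.03). Beyond the tests on expression, strand and overlap given with the other observations, the cause was not tested. Between 14 and 20 list medians lay outside the central 95% of random lists under every setting run. Of 311 list medians recomputed, 252 kept their direction and side, 33 were weaker, 15 stronger and 11 reversed. These were well-studied lncRNAs (-0.01 with an FPKM of at least 1 and -0.01 on the opposite strand), glycogen (0.17 with an FPKM of at least 1, 0.02 centred on the mRNA median, 0.03 on the opposite strand and in loci with room for 1 transcript), fatty acid oxidation (0.30), small MAF and CNC (0.42) and endoplasmic reticulum stress (-0.15) on the strand of the gene, bile acid transport (-0.41) on the opposite strand and gluconeogenesis (0.10) in loci with room for 1 transcript. Lists that were stronger under at least 1 setting were lipogenesis, gluconeogenesis, inflammation, proteasome, bile acid signalling, hepatocyte and B and plasma cell markers. All 106 named genes called by the authors' q were called with q recomputed, as were Bach1 and 4833411C07Rik. A pseudocount of 1 reversed none of them but brought 32 named values nearer to 0 by at least 0.5, among them Ttn (-1.82), Parm1 (1.24), Fndc10 (1.23), Hkdc1 (1.31) and B930025P03Rik (-0.98). Leaving out each mouse, limma and other splits of the samples were not run, because the table holds group values only. No paired analysis was possible because the table holds group values only and no replicate number occurs in both groups. Depth is unknown and limits what can be said of low transcripts such as Gm8883.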

Other observations

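The tests of the male-biased genes and the match on mean FPKM and strand were chosen only after the result was seen, the match on mean FPKM alone was planned but its reading was set after its result was seen, and the tests within bins of mean FPKM and on overlap were added after the data were seen but before their own results.

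Genes with male-biased expression in mouse liver, a list written after the falls of the Mup genes had been seen, had a lower median with MAFG. In the authors' deposited table Hsd11b1, which activates glucocorticoids, fell from 498 to 107 FPKM, the complement gene C8b from 16.2 to 2.97 FPKM and Egfr from 37.2 to 12.3 FPKM, each with a q of 0.00193. Of 27 tested members 16 fell, 1 rose (Ihh) and 10 did not pass, with a median log2 fold change of -1.79. Of those 10, Slco1a1 had 6.38 (0.131 and 10.9 FPKM, q = 0.825) and Keg1 0.02 (q = 0.995) in the authors' deposited table. The rest of the 10 were below 0, among them Cyp4a12a at -0.69 (q = 0.553) and Gstp2 at -0.1 (q = 0.994) in the authors' deposited table. Of 17 tested female-biased genes 3 rose and none fell, with a median of 0.50. The 3 that rose were Cyp2b9, Abcd2 and Atp6v0d2, with log2 fold changes of 2.42, 1.36 and 1.49 in the authors' deposited table. Among the female-biased members that did not pass, Cyp17a1 had -1.62 (q = 0.222) and Cyp4a10 -1.75 (q = 0.994) in the authors' deposited table. The most abundant member, Cyp4a14, had -1.19 (q = 0.2) in the authors' deposited table. Genes of pericentral hepatocytes, with 7 lower and 1 higher of 15 tested, and of periportal hepatocytes, with 4 lower and 1 higher of 21, had medians of -0.72 and -0.59, at percentiles 0.04 and 0.07 of matched random lists.

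The candidate explanation is a hypothesis, that added MAFG lowers the male-biased programme of hepatocytes. More females in the Ad-MAFG group would lower male-biased and Y-linked transcripts alike, yet the tested Y-linked genes Ddx3y (-0.32), Eif2s3y and Uty had a median log2 fold change of -0.24 in the authors' deposited table, against -1.59 for 21 male-biased genes other than Mup genes. This replaced a first test that needed Xist, which was undecided because Cuffdiff had not tested Xist and no Y-linked gene passed the threshold. In the authors' deposited table Xist had 0.0 FPKM in Ad-CMV and 0.289 in Ad-MAFG on the opposite strand. On its own strand it had 1.51e-16 and 0.00928 FPKM. These values lie near the floor, but their direction is the one that more females in the Ad-MAFG group would give. A list of 18 genes that also leaves out Serpina1e, Cyp7b1 and Car3, singled out earlier, had a median of -1.41 and lay at percentile 0.0 of 10000 random lists, as did the 15 of them in no list fixed in advance (median -1.59), which argues against reads shared between near-identical Mup genes as the whole cause. The female-biased list was at percentile 99.96, so its median did not fall. This does not settle whether hepatocyte transcripts were lost in general, since several of its members were near the floor in Ad-CMV. Cyp2b9 had 0.131 and Slc22a27 0.189 FPKM there, while the most abundant member, Cyp4a14, had 419 FPKM in Ad-CMV and 183 in Ad-MAFG. The list was also at 96.5 on opposite-strand transcripts alone, both zonation lists had lower medians and Cyp2b9 had been seen before. The sex of the mice is not given in the sources used here, the lists come from general knowledge, and an indirect effect of the virus dose or of cell growth was not tested.

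For the difference between lncRNAs and mRNAs, the Kolmogorov-Smirnov distance is consistent with low expression of lncRNAs, since the permutation p was 0.498 when labels were permuted within bins of mean FPKM. The lower median lay -0.11 from the median of mRNA draws matched on mean FPKM, below all 10000 draws, so matching on expression alone did not account for it. These draws were not matched on strand, and opposite-strand transcripts stood for 69.6% of mRNAs against 27.4% of lncRNAs. They therefore cannot separate expression from strand. The lower median was not confined to lncRNAs that overlap a protein-coding gene. The difference was -0.13 over 308 lncRNAs that overlap none and -0.01 over 800 that overlap one. Neither difference was matched on mean FPKM or strand, so this split does not decide what reads of overlapping mRNAs contributed. The fold changes of overlapping lncRNAs tracked their mRNAs in rank, with a Spearman rho of 0.57 and a Pearson r of 0.27 over 507 pairs. The pairs are across genes, which are not independent. With draws matched on mean FPKM and strand the difference was -0.03, at percentile 6.69, so an effect of the strand on which transcripts were listed cannot be told apart from a lncRNA effect.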
